A study of Arabidopsis thaliana with 12 samples. Its data were reported in "Analyses of RNA-Seq and sRNA-Seq data reveal a complex network of anti-viral defense in TCV-infected Arabidopsis thaliana" (2016).

How the data were processed

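Leaf RNA of Arabidopsis thaliana was measured by RNA sequencing in 12 libraries, 3 from each of 4 groups: wild type and dcl1-9 plants, each mock-inoculated or inoculated with turnip crinkle virus (TCV). Groups and replicate numbers were taken from the sample titles. The groups are WT_M and WT_T for mock and infected wild type, and dcl1-9_M and dcl1-9_T for the mutant. Per the labels, polyadenylated RNA was enriched, ribosomal RNA was removed, and libraries were made with a kit that keeps strand information and sequenced as read pairs on an Illumina instrument.

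The deposited values were raw counts of reads per transcript, 1 table per library, with no normalization by the authors. The submitters' processing notes name TopHat, SAMtools and HTSeq and the genome build TAIR10. Tool versions, the annotation release and the strand setting of the counting were not given in the sources used here. Because strand handling is unknown, genes that overlap on opposite strands may share reads. Each table held 35176 transcripts and 5 counters of unassigned reads, and the counters were kept out of library sizes and tests. Reads that fell on several features took 32.1% to 37.0% of all reads in the tables, reads aligned to several places 6.27% to 16.8%, and reads outside annotated transcripts 0.744% to 3.18%. The counters for low alignment quality and for unaligned reads were 0 throughout.

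Counting by transcript limits what can be measured. Reads in exons shared by isoforms of a gene went to the counter for several features, so a gene with several isoforms was counted only in parts unique to one of them. Of 5442 genes with at least 2 deposited transcripts, 2177 (40.0%) had no count in any library, against 9.42% of 20663 genes with 1 transcript. In all, 11344 transcripts had no count in any library. Changes of genes with several isoforms can therefore reflect a change of isoform, and such genes are under-represented.

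Transcripts were matched by accession to the RefSeq annotation of TAIR10.1. Of 35176, 10670 matched with the same version and 33500 without regard to version, which gave 26105 genes. The 1676 without a match held 0.613% of the counts and stayed in the tests under their own identifiers. Gene names, descriptions and coordinates come from TAIR10.1. No deposited transcript was a miRNA gene or lay on an organelle chromosome, so the planned list of primary miRNA transcripts was not analysed here.

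Depth ranged from 38818703 to 47570997 counts on transcripts per library, 47.9% to 58.2% of the reads in its table. A group with 0 counts of a transcript was given the floor of 3 counts over its 3 libraries, 0.0223 to 0.0237 counts-per-million (CPM) depending on the group, and a fold against it is a lower bound. Bounds and counting intervals cover counting error only.

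Differential expression was tested in R 4.3.3 with edgeR 4.0.16 on the deposited counts: filterByExpr with the 4 groups, which kept 16941 transcripts, TMM normalization factors, and quasi-likelihood F tests in 1 fit of 4 group means to all 12 libraries with 8 residual degrees of freedom. The study's methods name DESeq2 with no covariate, and DESeq2 1.42.0 was run as an alternative. P-values were adjusted by the Benjamini-Hochberg method, and a transcript was called at an adjusted p below 0.05 with a fold change above 1.5 either way. The 5 comparisons were infected against mock in WT, infected against mock in dcl1-9, the difference of these responses as an interaction term, dcl1-9 against WT in mock plants, and dcl1-9 against WT in infected plants. Log2 CPM used a prior count of 2.

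Gene lists were fixed before the data were examined, as were the tests and most of the other settings tried. They covered salicylic acid defence, the jasmonate pathway, ethylene response factors, rapid stress response, abscisic acid response, heat shock, RNA silencing machinery, miRNA targets, a cluster of PPR genes targeted by small RNAs, photosynthesis, the anthocyanin pathway, senescence, the circadian clock, flowering time, the WRKY, glutathione S-transferase and PPR families, and genes the study singled out. Markers of flower organs, shoot meristem, guard cells, vascular tissue, epidermis and trichomes, and roots were included because leaves of a developmental mutant can hold tissues in other shares. Members whose symbol did not match their locus or that had no deposited transcript were left out: ERF1, ERF-1, HSP17.6C, HSP17.8, UGT75C1 and GC1. Lists were tested by camera in limma 3.58.1 with a preset correlation between genes of 0.01 and again with an estimated correlation. Adjustment ran over 115 tests, 23 lists in 5 comparisons. Root markers were not tested as a list, since 2 members passed the filter.

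Named genes followed a rule fixed beforehand: DCL1; the 5 largest rises and 5 largest falls per comparison among called transcripts with an average log2 CPM of at least 1 and no overlap in CPM between the 3 and 3 libraries (for the difference of the responses, no overlap condition was applied); the 2 to 4 members of each described list with the smallest p; and every gene the study singled out. Members named where a count was 5 or fewer fall outside this rule and were named after their values were seen. A gene with several transcripts was named by the one with the highest average count.

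Other settings fixed beforehand were DESeq2, other size factors (RLE), no low-count filter, no fold threshold, only the 2 groups compared, a replicate block, lane as a factor, transcripts summed to the gene, each library left out in turn, and for lists an estimated correlation and omission of members the study names. Sequencing lanes, 5 in all, were read from the deposited file names. Chosen after the data were seen were DESeq2 on only the 2 groups compared, limma voom with quality weights per group, a fit without transcripts nearly absent in 1 genotype, and changes measured in a mock and an infected library left out of the choice of transcripts. The fits were tested on simulated counts of the WT response with 50 genes changed per fold. edgeR, on 16206 transcripts, called 68% of 2-fold and 98% of 4-fold rises and 58% and 90% of falls to 0.5 and 0.25, with 7 false calls among 16006. DESeq2, on 16941, called 80%, 98%, 78% and 100%, with 33 false calls among 16741. In simulated dcl1-9 libraries with no change edgeR called 0 and DESeq2 7. All simulated libraries, those of dcl1-9 included, were drawn from the mock WT means with 1 spread per transcript shared by the genotypes. Few transcripts were changed, so these rates need not hold for the real data. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.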

Results

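Leaf RNA of Arabidopsis thaliana was sequenced 7 days after inoculation with turnip crinkle virus (TCV), a positive-strand RNA virus, or with buffer (mock). Plants were 4 weeks old at inoculation, and each infected plant received 5 µg of purified virus particles. They were wild type (WT, ecotype Columbia) or homozygous for dcl1-9, an insertion allele of DCL1. DCL1 (Dicer-like 1) encodes the enzyme that cuts microRNA (miRNA) precursors in plants. The 12 libraries formed 4 groups of 3: mock WT (WT_M), infected WT (WT_T), mock dcl1-9 (dcl1-9_M) and infected dcl1-9 (dcl1-9_T). Each library was a pool of leaves from several plants, and the study's methods describe the pools of a group as biological repeats. The p-values for single transcripts therefore set a change against the spread between these pools. Reads counted on transcripts ranged from 38818703 to 47570997 per library, and 16941 transcripts had enough counts to be tested. Levels are counts-per-million (CPM) as mean ± SD of the 3 libraries of a group, changes are log2 fold changes ± standard error, and gene positions are in TAIR10.1. A transcript was called at an adjusted p below 0.05 with a change of more than 1.5-fold.

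Replicate libraries were alike but distinct. The correlation of log2 CPM between replicates ranged from 0.985 to 0.991 in dcl1-9_M, from 0.983 to 0.989 in dcl1-9_T, from 0.973 to 0.981 in WT_M and from 0.967 to 0.982 in WT_T, and the counts of each pair differed by far more than sampling noise (chi-square per transcript from 16.6 to 207). The spread between replicates, as the common biological coefficient of variation, was 0.238 in WT_M, 0.289 in WT_T, 0.164 in dcl1-9_M and 0.137 in dcl1-9_T. The first dimension of the distance plot held 61.9% of the variance and separated the genotypes, and the second held 15.5% and separated mock from infected libraries within each genotype. WT_T replicate 2 lay between the mock WT libraries and the other infected WT libraries. By chi-square per transcript dcl1-9_M replicate 3 was nearer to infected dcl1-9 replicates 2 and 1 (35.9 and 55.35) than to its own replicates (68.0 and 113). By correlation it was nearer to its own replicates (0.988 and 0.985) than to the infected dcl1-9 libraries (0.971 to 0.982). WT_M replicate 1 had 16.8% of its reads aligned to several places and 3.18% outside annotated transcripts, the highest shares of the 12 libraries. The file names give the sequencing lane: within each genotype no mock library shared a lane with an infected one, so no within-lane response could be computed, and lane entered only as a factor in an alternative fit.

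**Figure D1:**
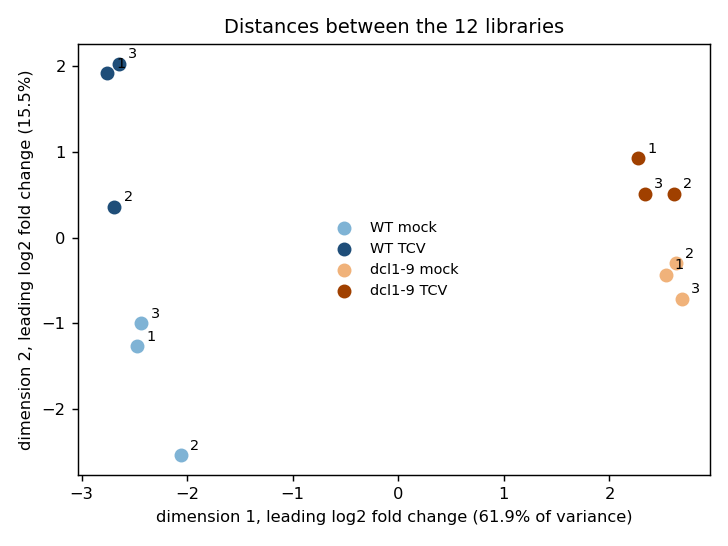
Multidimensional scaling of the 12 libraries by leading log2 fold change, with dimension 1 (61.9% of the variance) on the x axis and dimension 2 (15.5%) on the y axis; each point is a library, numbered by replicate and coloured by group. WT and dcl1-9 libraries lie apart on dimension 1, and WT_T replicate 2 lies between the mock WT libraries and the other infected WT libraries.

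DCL1 (AT1G01040; chromosome 1, 23121 to 31227), the mutated gene, was counted only in parts unique to a single isoform, since reads in shared exons were left unassigned, and one of its isoforms had 0 counts in every library. On the other isoform the libraries held 99, 27 and 18 counts in WT_M, 21, 16 and 35 in WT_T, 97, 164 and 136 in dcl1-9_M, and 69, 119 and 139 in dcl1-9_T. Means were 1.15 ± 1.11, 0.556 ± 0.149, 2.95 ± 0.528 and 2.47 ± 0.952 CPM in the same order. Infected dcl1-9 was higher than infected WT (log2 2.13 ± 0.58, adjusted p = 0.00938), whereas mock dcl1-9 did not pass the test against mock WT (1.37 ± 0.55, adjusted p = 0.0828). Without WT_M replicate 1 the mock difference was 2.52 and passed (adjusted p = 0.0013). It also passed with lane as a factor (2.67, adjusted p = 0.0326), with DESeq2 (1.38, 0.0431) and with limma voom (1.81, 0.0171). The infected difference did not pass with lane as a factor (1.23, 0.192) or with voom (2.04, 0.096). An insertion allele can still give reads from parts of the gene outside the insertion, so these counts do not check the genotype labels.

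The first comparison asked which WT leaf transcripts respond to TCV. Infected WT leaves had more transcripts of salicylic acid defence, of ethylene response factors, of leaf senescence and of most jasmonate pathway genes tested, and fewer transcripts of epidermis markers. These lists passed with a preset correlation between genes, and each lost its call with an estimated correlation (adjusted p = 0.926). PR1, a pathogenesis-related protein that marks salicylic acid defence (chromosome 2, 6241640 to 6242541), rose from 21.9 ± 10.9 to 309 ± 164 CPM (log2 3.82 ± 0.48). HO4, a heme oxygenase (chromosome 1, 21627758 to 21630118), rose from 0.201 ± 0.067 to 11.9 ± 2.71 CPM. PDF1.3, a plant defensin (chromosome 2, 11087280 to 11088001), fell from 242 ± 203 to 7.55 ± 3.78 CPM, although WT_M replicate 1 lay near the infected level. By edgeR's quasi-likelihood test 3028 transcripts rose and 2595 fell, together 33.2% of those tested, with a median absolute log2 change of 1.03.

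Among called transcripts whose mock and infected libraries did not overlap in CPM, which chance gives for 10% of transcripts, the largest rises were those of AT2G44240 (a DUF239 protein; chromosome 2, 18289824 to 18292374; log2 6.26 ± 1.16), AT3G28510 (a P-loop nucleoside triphosphate hydrolase; chromosome 3, 10685470 to 10687429; 6.20 ± 0.82), HO4 (5.87 ± 0.39), AT1G21520 (chromosome 1, 7534019 to 7534927; 5.45 ± 0.40) and MSRB8, a methionine sulfoxide reductase (chromosome 4, 11586980 to 11588373; 5.15 ± 0.86). The largest falls were those of PDF1.3 (-5.00 ± 0.98), the peroxidase AT4G11290 (-3.22 ± 0.26), the Dof-type zinc finger protein AT1G26790 (-3.04 ± 0.51), the receptor-like kinase CRK30 (-2.93 ± 0.35) and the microtubule motor AT4G38950 (-2.82 ± 0.34). All of these kept their calls when any single library was left out. WT_T replicate 2 held AT2G44240 at 1.01 CPM, against 10.6 and 26.7 in the other infected WT libraries.

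Of 17 tested members of the salicylic acid list, 14 rose and 3 were not called, with the same 14 when adjusted over the list alone. PAD4, a lipase-like regulator of this pathway, rose with a log2 change of 2.33 ± 0.22, the NPR1-binding repressor NIMIN-2 with 3.13 ± 0.39, and NPR1, a salicylic acid receptor, with 1.08 ± 0.15. The list's median was 1.95 (camera, adjusted p = 1.14e-06, against adjusted p = 0.926 with an estimated correlation). The study names 6 of these members, so the direction is not independent of it. Without them the adjusted p was 0.000181. All 7 tested senescence genes rose, and so did all 7 when adjusted over the list alone, among them NAP, a NAC factor that promotes leaf senescence (1.74 ± 0.34), and the chlorophyll breakdown genes ACD1 (0.79 ± 0.15) and NYE1 (0.88 ± 0.20). That list had a median of 1.74 (adjusted p = 0.00787, and adjusted p = 0.926 with an estimated correlation).

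The jasmonate list held 15 members that rose, 4 that fell and 4 not called, the same numbers when adjusted over the list alone. MYC2, a transcription factor of jasmonate signalling, rose by 1.47, and the biosynthesis genes AOS and AOC3 by 1.48 and 2.24. The 4 that fell were PDF1.3 and 3 PDF1.2 genes, defensins that respond to jasmonate together with ethylene. WT_M replicate 1 held PDF1.2 at 27.6 CPM and PDF1.2c at 6.29, within the range of infected WT. Their falls rest on the other mock WT libraries, which held PDF1.2 at 1410 and 700 CPM and PDF1.2c at 777 and 419. The median was 1.47, or 1.19 with a member that had no counts in one group set at its bound, and the mean was 0.52 (adjusted p = 0.00735, adjusted p = 0.926 with an estimated correlation, and 0.127 without the 10 members that the study names). Of 14 tested ethylene response factor genes 11 rose and 3 were not called, again with the same 11 when adjusted over the list alone, with ERF11 at 2.43 ± 0.45 and ERF4 at 1.09 ± 0.16 (median 1.44, adjusted p = 0.000467, adjusted p = 0.926 with an estimated correlation, and 0.203 without the 10 study-named members). Of 15 rapid stress response genes 10 rose, TCH4 fell and 4 were not called, while 11 rose when adjusted over the list alone. TCH4 kept its call in 10 of the 12 fits that left out 1 library, with adjusted p up to 0.062 without WT_T replicate 2. The genes that rose included the cold-response factor DREB1A (3.36 ± 0.37) and the zinc finger repressor STZ (2.96 ± 0.52). The median was 1.90 (adjusted p = 0.00764, and adjusted p = 0.926 with an estimated correlation). The study names 13 of those 15, so neither this count nor the next comparison's is independent of it.

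Of 48 tested WRKY transcription factors 22 rose and 3 fell (WRKY13, WRKY32 and WRKY49), the same when adjusted over the list alone, with a median of 0.80 (adjusted p = 0.00713, and adjusted p = 0.926 with an estimated correlation). WRKY13 kept its call in 5 and WRKY49 in 8 of the 12 fits that left out 1 library, with adjusted p up to 0.138 without WT_T replicate 1 and 0.107 without WT_T replicate 3. WRKY32 was under the fold threshold without WT_T replicate 1 (log2 -0.51). Of 34 glutathione S-transferases, which conjugate toxic compounds, 16 rose and GSTU23 fell, also when adjusted over the list alone, with GSTU10 at 2.07 ± 0.29 and GSTU19 at 1.29 ± 0.22 (median 0.84, adjusted p = 0.00735, and adjusted p = 0.926 with an estimated correlation). Among 14 tested genes of the RNA silencing machinery, AGO2 (1.52 ± 0.23) and AGO3 (1.57 ± 0.21), Argonaute proteins that bind small RNAs, rose together with AGO7, while RDR2, an RNA-dependent RNA polymerase, fell by 1.05 on the log2 scale. The other 10 were not called, the counts were the same when adjusted over the list alone, and the list as a whole did not pass (median -0.19, mean 0.05, adjusted p = 0.925). AGO7 and GSTU23 lost their calls without WT_M replicate 3 and WT_T replicate 3, where their log2 changes were 0.56 and -0.58, under the fold threshold. Of 61 tested miRNA target genes 13 rose, 5 fell (SPL5, SPL10, GRF2, LAC4 and LAC17) and 43 were not called, against 13 and 4 when adjusted over the list alone (median 0.08, adjusted p = 0.291). SPL10 kept its call in 2 and GRF2 in 10 of the 12 fits, with adjusted p up to 0.12 without WT_M replicate 1 and 0.0622 without WT_T replicate 1. TIR1, an auxin receptor targeted by miR393, rose by 1.16 and GRF1, a growth-regulating factor targeted by miR396, by 1.60.

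Markers of single tissues and cell types, of the leaf and of other organs, were followed beside these groups. Of 4 epidermis and trichome markers PDF1, KCS10 (also known as FDH) and MYB0 (also known as GL1) fell, as they did when adjusted over the list alone (median -0.75, adjusted p = 0.0397, and adjusted p = 0.926 with an estimated correlation), and the list call was lost without WT_T replicate 3 (adjusted p = 0.078). By edgeR 0 of the 4 tested flower organ identity genes were called, 0 had an unadjusted p below 0.05 and DESeq2 called 0, although PI, a petal and stamen identity gene, stood at 8.72 ± 1.43 CPM in mock WT and 5.53 ± 3.40 in infected WT. The guard cell markers HT1 and MYB60 fell and the other 3 were not called (median -0.54, adjusted p = 0.221), but HT1 was lost in 10 of the 12 fits that left out 1 library and MYB60 in 3 of them.

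**Figure D2:**
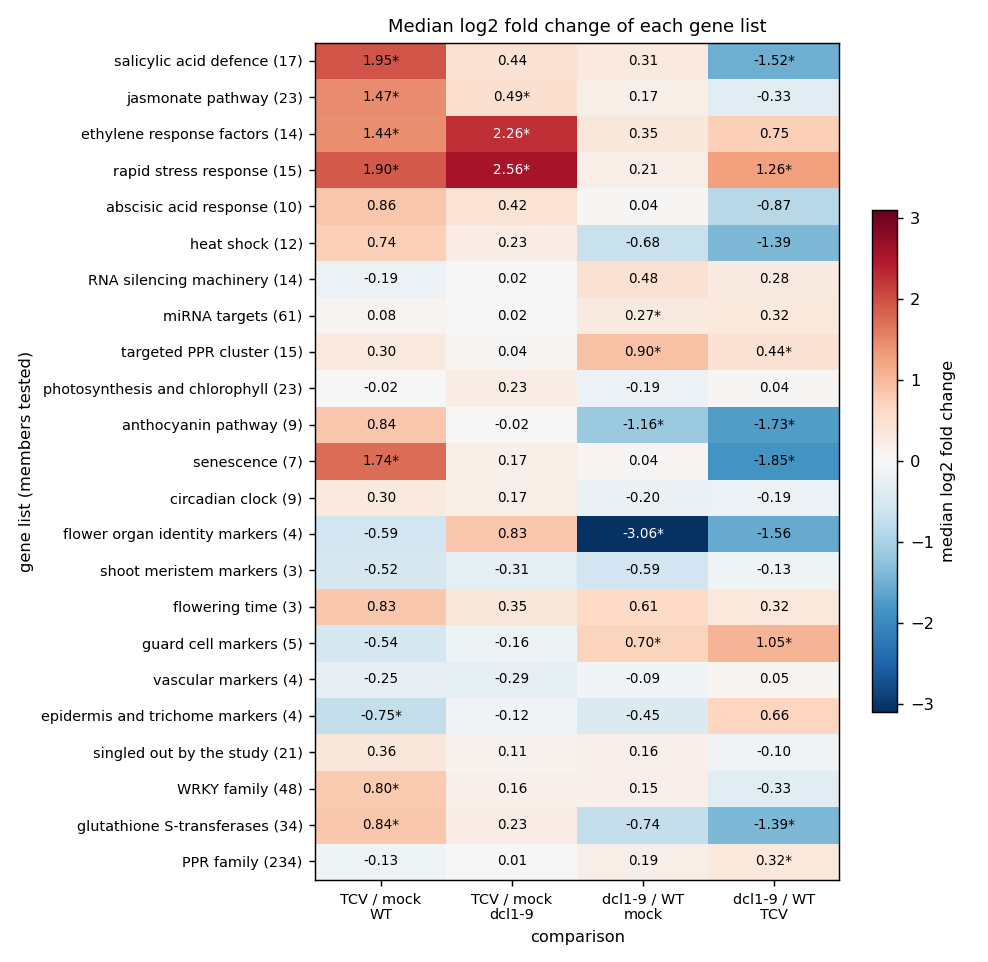
Median log2 fold change of each tested gene list (rows, with the number of members tested) in 4 comparisons (columns), on a colour scale in log2 units; a star marks an adjusted p below 0.05 in camera with a preset correlation. In WT the salicylic acid list had a median of 1.95 against 0.44 in dcl1-9, and the rapid stress list 1.90 against 2.56.

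The second comparison asked which transcripts respond to TCV in dcl1-9. Infected dcl1-9 leaves had more transcripts of quickly induced stress and ethylene response regulators, and few transcripts fell. Both lists passed with a preset correlation and lost their calls with an estimated correlation (adjusted p = 0.264 for each). ORA47, a transcription factor that activates jasmonate synthesis genes (chromosome 1, 28143851 to 28145058), rose from 2.00 ± 1.21 to 128 ± 26.5 CPM (log2 5.99 ± 0.61). DDF1, a factor of the DREB family (chromosome 1, 4289883 to 4291017), rose from 0.27 ± 0.062 to 7.92 ± 3.53 CPM, and PR1 stood at 36.5 ± 9.66 and 55.0 ± 19.2 CPM, a change that did not pass the test (log2 0.59 ± 0.43, adjusted p = 0.67). By edgeR 190 transcripts rose and 14 fell, together 1.2% of those tested, with a median absolute log2 change of 1.95. At an unadjusted p below 0.05 there were 1860 transcripts. The number depended on the fit: DESeq2 on the same 12 libraries called 412 and 84, and without dcl1-9_M replicate 1 edgeR called 104 and 0, where DESeq2 was not run. Leaving out 1 library also moved the falls to 7 or 8 without WT_T replicate 1 or WT_M replicate 1, to 23 and 39 without WT_T replicates 3 and 2, to 2 and 78 without dcl1-9_M replicates 2 and 3, and to 1, 0 and 3 without dcl1-9_T replicates 1, 2 and 3.

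The largest rises without overlap between mock and infected libraries were those of AT3G28510 (log2 7.55 ± 1.13), AT1G19210, an AP2 domain transcription factor (chromosome 1, 6626794 to 6627688; 6.16 ± 0.41), ORA47, and RRTF1, a redox-responsive transcription factor (chromosome 4, 16451876 to 16453260; 5.89 ± 0.85). RD26, a NAC factor of drought and abscisic acid responses, rose by 5.59, but this call was kept in only 5 of the 12 fits that left out 1 library, with adjusted p up to 0.211 without dcl1-9_M replicate 1. In mock dcl1-9 AT3G28510 had 6, 0 and 3 counts, AT1G19210 had 5, 7 and 2, and RD26 had 1, 0 and 3. The sizes of these rises are therefore uncertain. The largest falls were those of AT4G36700, a cupin (-6.84), BHLH101, a regulator of iron deficiency responses (-3.76), the defensin-like AT1G13609 (-3.37), AT1G47395 (-3.03) and the LysM receptor-like kinase LYK4 (-1.28), and they kept their calls in 6, 3, 3, 5 and 5 of the 12 such fits. Without dcl1-9_T replicate 1 the adjusted p was 0.163 for AT4G36700, 0.198 for BHLH101, 0.191 for AT1G13609 and 0.173 for LYK4, and without dcl1-9_M replicate 1 it was 0.144 for AT1G47395. In each of these 5, dcl1-9_M replicate 3 lay nearer to the infected level than the other mock libraries did. It held AT4G36700 at 1.46 CPM, against 161 and 87.8 in the other mock libraries and 0.252 to 1.08 in the infected ones, and BHLH101 at 3.14 CPM, against 39.1 and 25.9 and 0.86 to 2.18.

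Of the 15 rapid stress response genes 11 rose and 4 were not called, while all 15 rose when adjusted over the list alone. SZF1, a stress zinc finger protein, rose by 2.48 ± 0.18, the cold-response factor CBF2 by 5.49 ± 0.63 and WRKY40, a WRKY repressor, from 4.13 ± 1.33 to 54.6 ± 14.8 CPM. The median was 2.56 (adjusted p = 2.2e-23, and adjusted p = 0.264 with an estimated correlation). Of 14 ethylene response factor genes 9 rose, or 10 when adjusted over the list alone, among them the ethylene synthesis gene ACS6 (2.42 ± 0.21), ERF4 (1.69 ± 0.17) and ERF5 (2.89 ± 0.29). Their median was 2.26 (adjusted p = 3.64e-18, adjusted p = 0.264 with an estimated correlation, and 0.166 without the 10 study-named members). In the jasmonate list JAZ1, JAZ8, ORA47 and MYC2 rose and 19 genes were not called, against 10 higher and 2 lower when adjusted over the list alone (median 0.49, adjusted p = 0.000324, adjusted p = 0.926 with an estimated correlation, and 0.801 without the 10 study-named members). JAZ1 (log2 4.22) and JAZ8 (2.96), repressors of jasmonate signalling, each kept the call in 8 of the 12 fits, and without dcl1-9_M replicate 1 their adjusted p reached 0.111 and 0.154. JAZ1 had 1, 2 and 0 counts in mock and 18, 20 and 24 in infected dcl1-9, so the size of its rise is uncertain. WRKY22 (1.31 ± 0.15) and WRKY40 rose among 48 WRKY genes, or 5 when adjusted over the list alone (adjusted p of the list 0.0677, but 0.0379, 0.0177 and 0.0189 without WT_M, dcl1-9_M and dcl1-9_T replicate 2, each left out alone).

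None of the 17 salicylic acid genes was called in dcl1-9 by edgeR, 0 when adjusted over the list alone; 3 were higher at an unadjusted p below 0.05, and DESeq2 called 0. The list's median was 0.44 and its adjusted p 0.0829, which fell below 0.05 in 5 of the 12 fits that left out 1 library, to 0.0146 without dcl1-9_T replicate 1. Likewise 0 of 14 RNA silencing genes (0 at an unadjusted p below 0.05 and 0 by DESeq2), 0 of 61 miRNA targets (5 higher at an unadjusted p and 0 by DESeq2) and 0 of 7 senescence genes (2 and 1) were called, with medians of 0.02, 0.02 and 0.17. The flower organ identity genes had a median of 0.83 with 0 of 4 called by edgeR, 0 at an unadjusted p below 0.05 and 0 by DESeq2. That list passed the test without dcl1-9_T replicate 1 (adjusted p = 0.0115).

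The responses overlapped: 118 transcripts rose in both genotypes, where independent lists would share 34.0 (Fisher's exact test, one-sided p for a larger overlap = 3.72e-42), and 5 fell in both, where 2.15 would (one-sided p = 0.0505). Those 5, named after their values were seen, were FLA9, MSRB6, AT4G34560, AT4G36470 and the abscisic acid receptor PYL4. Fisher's exact test takes transcripts as independent units, which they are not, so its p-values do not measure the spread between pools. Another 78 transcripts were called in dcl1-9 and not in WT, and 5497 in WT and not in dcl1-9, but the difference of the responses was itself called for only 44 and 1438 of these. Another 3, GPAT3, BT5 and TCH4, a cell wall enzyme induced by touch, fell in WT and rose in dcl1-9, and they too were named after their values were seen. Across transcripts, which are not independent replicates, Pearson's r between the responses was 0.495 and Spearman's rho 0.475. Transcripts that rose in WT had a median log2 change of 1.24 in WT and 0.29 in dcl1-9, those that fell had -0.91 and -0.16, and 81.1% of both together had the same sign in dcl1-9. Transcripts that rose in dcl1-9 had medians of 2.04 in dcl1-9 and 1.18 in WT. Choosing transcripts by their call in one genotype raises their change there. With that change taken from a mock and an infected library left out of the choice, medians over 9 such pairs were 0.95 in WT and 0.18 in dcl1-9 for transcripts called in WT, and 1.83 in dcl1-9 and 0.99 in WT for those called in dcl1-9. The shared count moved to 62 without dcl1-9_M replicate 1, 76 without dcl1-9_M replicate 2, 79 without dcl1-9_T replicate 1, 211 without WT_T replicate 2 and 322 with DESeq2.

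**Figure D3:**
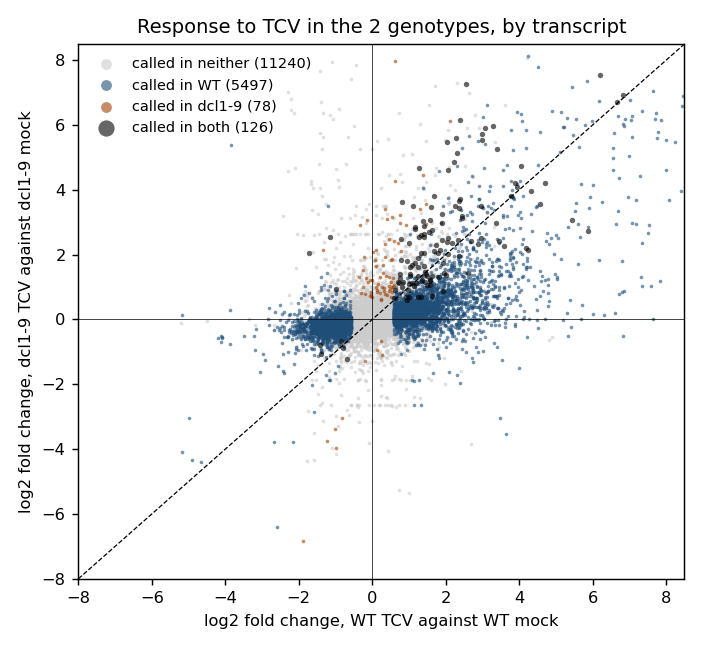
Log2 fold change of each tested transcript between infected and mock libraries in WT (x axis) and dcl1-9 (y axis), coloured by the responses in which it was called; the dashed line marks equal change and 4 transcripts lie outside the axes. The 5497 transcripts called in WT and not in dcl1-9 lie mostly closer to 0 on the dcl1-9 axis than on the WT axis.

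The third comparison tested whether the responses of the genotypes differed, as an interaction term. Salicylic acid defence genes responded less in dcl1-9 than in WT, and several rapid stress genes responded more. With an estimated correlation neither list passed (adjusted p = 0.926 for both). The study names 13 of the 15 rapid stress genes, so that list is not independent of it, and it was not tested without them. For PAD4 the log2 difference of the responses was -2.02 ± 0.30 and its levels were 22.6 ± 5.61 and 114 ± 24.7 CPM in WT against 37.9 ± 0.9 and 47.0 ± 12.4 in dcl1-9. TCH4 (chromosome 5, 23307006 to 23308680) differed by 3.72 ± 0.54, SZF1 by 1.69 ± 0.25 and ACS6 by 1.84 ± 0.28. By edgeR the difference, the log2 response in dcl1-9 minus that in WT, was positive for 749 transcripts and negative for 847. A positive difference can be a larger rise or a smaller fall in dcl1-9. Of the 749, 649 had fallen in WT and 59 had risen in dcl1-9, and of the 847, 797 had risen in WT.

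The 5 largest differences each way included CCD8, a carotenoid cleavage dioxygenase of strigolactone synthesis (chromosome 4, 15828228 to 15831492; -5.52 ± 0.89), ARD3, an acireductone dioxygenase (chromosome 2, 11231770 to 11233388; -4.08 ± 0.67), and AT1G19210 (3.76 ± 0.56), which kept their calls in all 12 fits that left out 1 library. AT4G03500 (-4.48), PCR1 (-3.97) and RLP28 (-3.96) kept them in 5, 7 and 10. AT5G52160 (9.29), LAP5, an anther enzyme of the pollen wall (4.72), and the transcripts NM_115072.2 (5.01) and NM_102700.2 (4.71), which have no match in the annotation used, kept them in 2, 2, 8 and 2. Without dcl1-9_T replicate 3 the value of AT5G52160 was -0.37. That library also held counts of other anther genes that were near 0 in the other dcl1-9 libraries. AT4G03500 had 1, 2 and 3 counts in mock and 0, 0 and 0 in infected dcl1-9. NM_102700.2 had 0, 0 and 0 in mock and 2, 0 and 2 in infected dcl1-9. The differences of these transcripts therefore rest on dcl1-9 counts near the floor, and their sizes are uncertain.

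Of 17 salicylic acid genes 8 had a negative difference and 9 were not called, against 12 negative when adjusted over the list alone (median -1.51, adjusted p = 1.12e-06, and adjusted p = 0.926 with an estimated correlation). They included PR1 (-3.23) and NIMIN-2 (-2.68), which lost their calls without dcl1-9_M replicate 1 (adjusted p = 0.0536 and 0.0539) or dcl1-9_T replicate 2 (0.0527 and 0.0574). NPR1 (-0.97) lost its call without either of these (0.0592 and 0.0648) or without WT_M replicate 2 (0.0547). Of 15 rapid stress genes CBF2, TCH2 (1.77 ± 0.30), TCH4 and SZF1 had a positive difference and 11 were not called, against 7 positive when adjusted over the list alone (median 1.33, adjusted p = 0.0103, and adjusted p = 0.926 with an estimated correlation). This list call was lost without WT_M replicate 3 (0.0635) or WT_T replicate 2 (0.115), and that of CBF2 (3.44) was kept in 4 of 12 fits, with adjusted p up to 0.0746 without dcl1-9_T replicate 2. Among the RNA silencing genes AGO2 (-1.48) and AGO3 (-1.30) had negative differences, kept in 8 and 6 of 12 fits, with adjusted p up to 0.0667 and 0.0673 without dcl1-9_T replicate 2.

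Lists of senescence genes (0 of 7 called by edgeR, 4 negative when adjusted over the list alone, 4 negative at an unadjusted p below 0.05 and 3 by DESeq2), WRKY genes (WRKY22 positive, and WRKY25, WRKY47 and WRKY50 negative; 3 and 4 over the list alone), glutathione S-transferases (GSTU23 positive, and GSTU19, GSTF2 and GSTF12 negative; 1 and 6 over the list alone), epidermis markers (MYB0 positive, 3 positive when adjusted over the list alone) and pentatricopeptide repeat (PPR) proteins (15 positive, and AT1G63070 and AT2G20720 negative; 13 and 2 over the list alone) also passed, with medians of -0.72, -0.28, -0.47, 0.77 and 0.16 and adjusted p of 0.0419, 0.0423, 0.03, 0.0218 and 0.0474. Each had an adjusted p of 0.926 with an estimated correlation. MYB0 and GSTU23 had fallen in WT and were not called in dcl1-9. These list calls were kept in 7, 7, 8, 11 and 6 of the 12 fits that left out 1 library, with the highest adjusted p at 0.095 without WT_T replicate 3, 0.0894 without dcl1-9_M replicate 2, 0.0839 without WT_T replicate 1, 0.067 without WT_T replicate 3 and 0.215 without WT_T replicate 1. With lane as a factor the senescence, WRKY, glutathione S-transferase and PPR lists lost their calls (adjusted p = 0.0709, 0.23, 0.625 and 0.209), and the PPR list also turned its direction. The epidermis list kept its call (0.0236). The PPR call was also lost without study-named members (0.0545) and with the replicate block (0.0528). Of the members named here, WRKY22, WRKY50 and AT2G20720 kept their calls in 11 of the 12 fits that left out 1 library, AT1G63070 in 10 and GSTF12 in 9. MYB0 kept its call in 5, GSTU23 in 4, WRKY47, GSTU19 and GSTF2 in 3 and WRKY25 in 2. Their adjusted p reached 0.0502 for WRKY22 and AT2G20720, 0.0569 for AT1G63070, 0.0586 for GSTF12 and 0.0781 for MYB0 without dcl1-9_T replicate 2. Without the same library it was 0.0873 for WRKY47, 0.112 for GSTU19, 0.102 for GSTF2 and 0.108 for WRKY25. It reached 0.0511 for WRKY50 and 0.0842 for GSTU23 without dcl1-9_M replicate 1. With lane as a factor the whole comparison called 239 positive and 199 negative differences. Leaving out 1 library moved it from 82 and 82 without dcl1-9_T replicate 2 to 2281 and 1649 without WT_T replicate 2. Positive differences numbered 353, 181, 475, 1269, 107, 251, 348 and 271, and negative ones 503, 203, 411, 850, 123, 313, 377 and 406, without WT_M replicates 1 and 2, WT_T replicates 1 and 3, dcl1-9_M replicates 1 and 2, and dcl1-9_T replicates 1 and 3.

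The fourth comparison, mock dcl1-9 against mock WT, shows how the genotypes differed without virus. Every dcl1-9 library carries both the mutation and its background, so no difference between the genotypes can be assigned to the mutation alone. Mock dcl1-9 leaves had more transcripts of several miRNA target genes and guard cell markers and fewer transcripts of anthocyanin synthesis and of flower organ identity genes. With an estimated correlation the miRNA target list (adjusted p = 0.317) and the guard cell, anthocyanin and flower organ lists (adjusted p = 0.926 for each) lost their calls. NF-YA2, a subunit of the NF-Y transcription factor targeted by miR169 (chromosome 3, 1676504 to 1679061), was at 8.25 ± 1.28 CPM in WT and 109 ± 22.5 in dcl1-9 (log2 3.73 ± 0.24). SGS3, a partner of RDR6 in making secondary small RNAs (chromosome 5, 7942908 to 7946147), was at 21.8 ± 2.21 and 92.8 ± 6.33 CPM (2.09 ± 0.12). PDF1.3 was lower, at 1.92 ± 1.44 CPM in dcl1-9 (-6.98 ± 1.1), although WT_M replicate 1 stood at 13.7 CPM. By edgeR 1356 transcripts were higher and 2468 lower in dcl1-9, together 22.6% of those tested.

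The largest differences were transcripts close to absent in one genotype. CSA1, a disease resistance protein of the TIR-NBS-LRR class (chromosome 5, 5908834 to 5913317), stood at 29.9 ± 5.30 CPM in WT and had 0 counts in dcl1-9_M, so it was at least 1320-fold lower, with the floor at 3 counts over the group. AT2G14285, a small nuclear ribonucleoprotein (chromosome 2, 6052332 to 6053994), was at least 1420-fold lower, the protein kinase AT4G01595 at least 1060-fold, AT3G47680 at least 952-fold and AT5G42825 at least 831-fold. In the other direction AT4G04402, a two-component phosphorelay mediator (chromosome 4, 2164007 to 2165404), was at least 892-fold higher in dcl1-9, AT4G32230 at least 853-fold, AT4G19240 at least 587-fold and AT3G44070, a glycosyl hydrolase, at least 288-fold. AT5G15360 had 10 counts over the 3 WT libraries and stood 1810-fold higher in dcl1-9. With a mean above 2 CPM in one genotype and at least 50 times less in the other, 150 transcripts were nearly absent in dcl1-9 and 25 in WT. They lay on all 5 nuclear chromosomes, and bounds and ratios here cover counting error only.

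**Figure D4:**
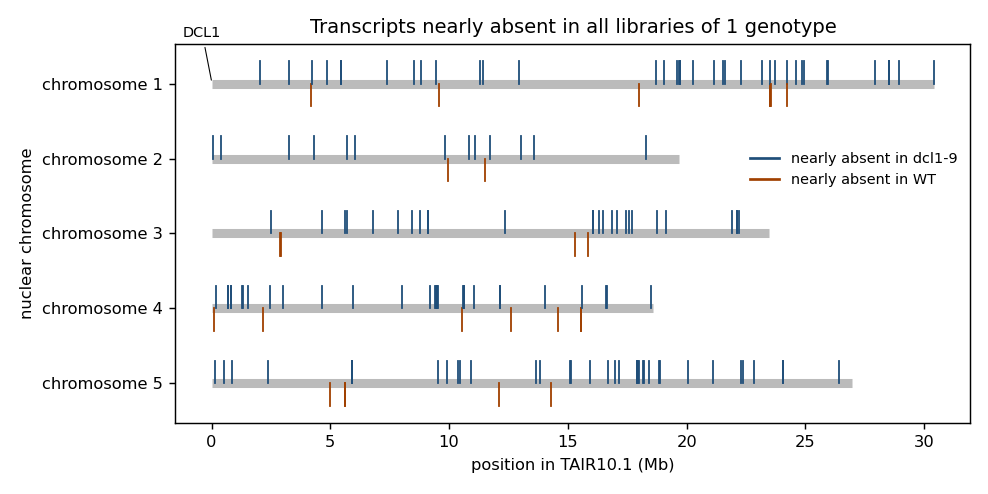
Positions in TAIR10.1, in Mb, of the located transcripts that were nearly absent in all libraries of one genotype, with blue ticks above each chromosome for those nearly absent in dcl1-9 and brown ticks below for those nearly absent in WT. They are spread over all 5 chromosomes, and 5 of 170 lie within 5 Mb of DCL1 near the left end of chromosome 1.

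Of 61 tested miRNA target genes 14 were higher in mock dcl1-9, 5 lower (SMZ, SNZ, TCP2, LAC2 and ARPN) and 42 not called, against 16 higher and 5 lower when adjusted over the list alone (median 0.27, adjusted p = 0.00713, and adjusted p = 0.317 with an estimated correlation). NF-YA5 (2.29 ± 0.19) and MYB65, a GAMYB-like factor targeted by miR159 (1.54 ± 0.14), were higher, and TCP2, a leaf development factor targeted by miR319 (-3.97 ± 0.42), was lower. LAC2 kept its call in 7 of the 12 fits that left out 1 library, with adjusted p up to 0.125 without dcl1-9_M replicate 1. TCP2 had more than one deposited isoform, so its value rests on reads outside their shared exons and is uncertain. Of 15 PPR genes targeted by small RNAs 8 were higher, AT1G62590 was lower and 6 were not called, the same when adjusted over the list alone (median 0.90, adjusted p = 0.00244, and adjusted p = 0.926 with an estimated correlation). These close copies can share reads, so single values such as those of AT1G63330 (6.89 ± 0.55) and AT1G62590 (-3.13 ± 0.24) are uncertain. In the RNA silencing list AGO2 (1.81 ± 0.23), AGO7, RDR1 and SGS3 were higher, AGO5 was lower and 9 were not called, against 5 higher and 1 lower when adjusted over the list alone (median 0.48, adjusted p = 0.0677). That list passed without WT_M replicate 1 (adjusted p = 0.0418), WT_M replicate 2 (0.0427) or dcl1-9_M replicate 1 (0.0482). AGO5 kept its call in 7 and RDR1 in 9 of the 12 fits, with adjusted p up to 0.139 without WT_M replicate 2 and 0.0646 without WT_M replicate 3. Of 17 salicylic acid genes 3 were higher and 2 lower in mock dcl1-9 (median 0.31, mean -0.05, adjusted p = 0.276, and 0.0209, upward, without WT_M replicate 1). BGL2 (also known as PR2) stood at 341, 243 and 480 CPM against 79.7, 16.7 and 30.7 in mock WT. EDS5 stood at 3.96, 4.47 and 3.07 CPM against 17.7, 8.42 and 12.2.

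Anthocyanin genes were lower in mock dcl1-9: PAP1, TT4 (chalcone synthase, -1.42 ± 0.25), DFR, UF3GT (-2.42 ± 0.29) and GSTF12 of 9 tested, the same 5 when adjusted over the list alone (median -1.16, adjusted p = 0.0184, and adjusted p = 0.926 with an estimated correlation). In the jasmonate list LOX2 was higher, PDF1.3 and the 3 PDF1.2 genes were lower and 18 were not called, against 1 higher and 3 lower when adjusted over the list alone. The median was 0.17 and the mean -0.82, of opposite sign. WT_M replicate 1 held PDF1.2 at 27.6 CPM and PDF1.2c at 6.29, far below the other mock WT libraries but above all mock dcl1-9 libraries. Of 34 glutathione S-transferases 4 were higher (GSTF14, GSTU20, GSTF9 and GSTU27) and 10 lower, or 5 and 11 when adjusted over the list alone, with GSTU13 at -3.35 ± 0.26 (median -0.74, adjusted p = 0.156). Of 5 guard cell markers the anion channel gene OZS1 (also known as SLAC1, 1.22 ± 0.16), FMA (also known as FAMA) and MYB60 were higher, or 4 when adjusted over the list alone (median 0.70, adjusted p = 0.0211, and adjusted p = 0.926 with an estimated correlation). FMA and GSTF9 were under the fold threshold without WT_M replicate 3 (log2 0.55 for FMA) and dcl1-9_M replicate 2 (0.55 for GSTF9). PAP1 lost its call without WT_M replicate 3 (adjusted p = 0.0561). LOX2 kept its call in 10 of 12 fits (up to 0.0532 without dcl1-9_M replicate 2) and MYB60 in 8 (up to 0.086 without WT_M replicate 3).

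All 4 tested flower organ identity genes were lower in mock dcl1-9, also when adjusted over the list alone: SEP2 (-3.75 ± 0.77), PI (-3.50 ± 0.73), AP3 (-2.62 ± 0.61) and AP1 (-2.11). PI stood at 8.72 ± 1.43 CPM in mock WT and 0.769 ± 0.084 in mock dcl1-9. The median was -3.06 and the adjusted p 0.0491, with adjusted p = 0.926 with an estimated correlation. The list call was kept in 3 of the 12 fits that left out 1 library, with adjusted p up to 0.0691 without WT_T replicate 1, and its adjusted p was 0.0937 with lane as a factor and 0.0623 without study-named members of the lists. AP1 kept its own call in 7 of them, with adjusted p up to 0.0979 without dcl1-9_M replicate 1.

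**Figure D5:**
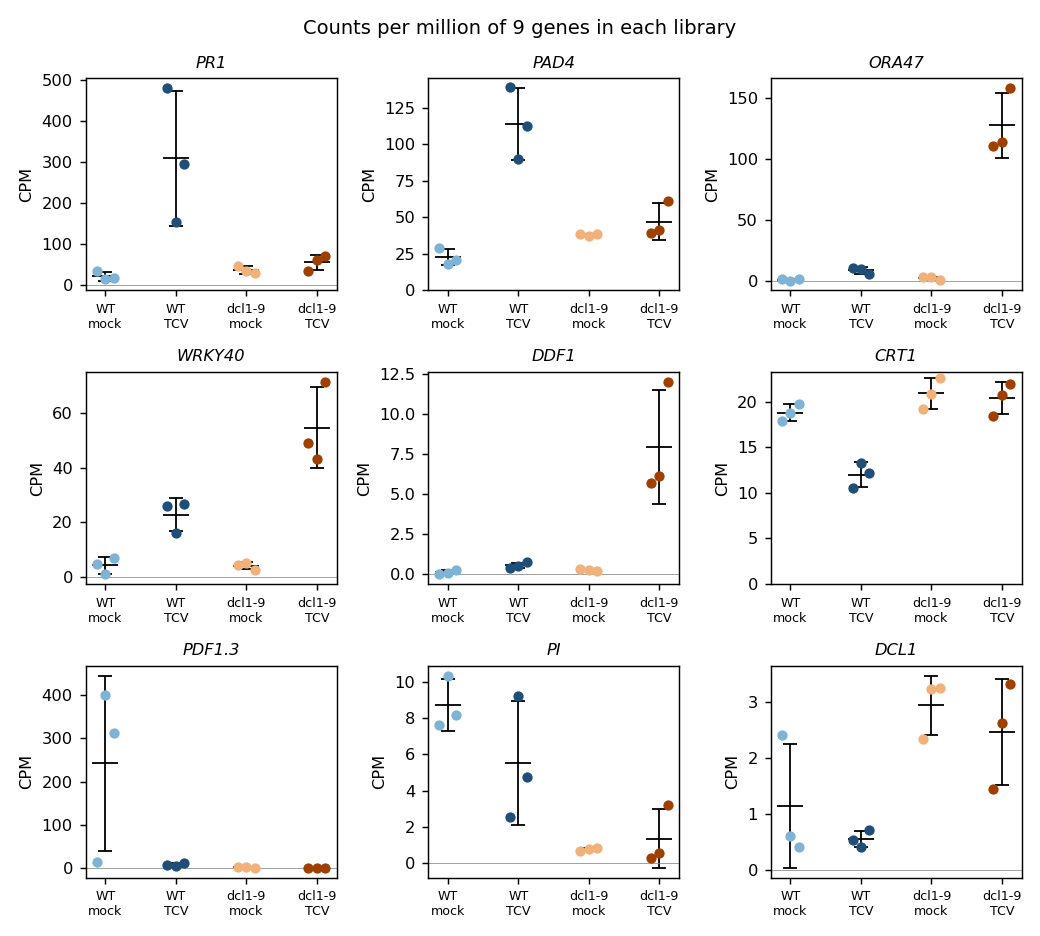
Counts-per-million (CPM, y axis, linear) of 9 genes in each of the 12 libraries; points are libraries, and bars show mean ± SD of the 3 libraries of a group. PR1 and PAD4 are highest in infected WT, ORA47, WRKY40 and DDF1 in infected dcl1-9, and PI in the WT libraries.

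The fifth comparison, infected dcl1-9 against infected WT, shows the genotypes under virus. Infected dcl1-9 leaves had fewer transcripts of salicylic acid defence, anthocyanin synthesis and glutathione S-transferases, and more transcripts of rapid stress regulators and guard cell markers. All 5 of these lists lost their calls with an estimated correlation (adjusted p = 0.926). EDS5, a transporter needed for salicylic acid accumulation (chromosome 4, 18185437 to 18189224), was at 43.3 ± 7.67 CPM in infected WT and 4.85 ± 1.31 in infected dcl1-9 (log2 -3.16 ± 0.29), and PR1 differed by -2.49 ± 0.45. EDS5 was already lower without virus, at 3.96, 4.47 and 3.07 CPM in mock dcl1-9 against 17.7, 8.42 and 12.2 in mock WT. ORA47 was higher by 3.91 ± 0.54 and ACS6 by 2.76 ± 0.21. By edgeR 3052 transcripts were higher and 3572 lower in dcl1-9, together 39.1% of those tested.

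Of 17 salicylic acid genes 12 were lower and 5 not called, against 13 lower when adjusted over the list alone (median -1.52, adjusted p = 0.00713, and adjusted p = 0.926 with an estimated correlation). Of 9 anthocyanin genes 7 were lower, the same when adjusted over the list alone, with the glucosyltransferase UF3GT at -4.08 ± 0.30 and the transport gene GSTF12 at -2.60 ± 0.22 (median -1.73, adjusted p = 0.00735, and adjusted p = 0.926 with an estimated correlation). Of 34 glutathione S-transferases 21 were lower and GSTU18, GSTF14 and GSTU27 higher, against 22 and 3 when adjusted over the list alone; GSTU13 was at -3.23 ± 0.26 and GSTU16 at -2.13 ± 0.18 (median -1.39, adjusted p = 0.012, and adjusted p = 0.926 with an estimated correlation). Senescence genes were lower for SAG29, NYE1 (-1.97 ± 0.20), NAP (-2.66 ± 0.35), NAC6 (also known as ORE1) and ACD1 (also known as PAO) of 7, the same 5 over the list alone (median -1.85, adjusted p = 0.0491, and adjusted p = 0.926 with an estimated correlation). This list call was kept in 6 of the 12 fits that left out 1 library, with adjusted p up to 0.095 without WT_T replicate 3, and its adjusted p was 0.127 without study-named members. NAC6 kept its call in 8 and SAG29 in 9 of those fits, with adjusted p up to 0.0805 without WT_T replicate 3 and 0.0744 without dcl1-9_T replicate 3. ACD1 and GSTU18 were under the fold threshold without WT_T replicate 1 (log2 -0.52) and WT_T replicate 3 (0.56).

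Of 15 rapid stress genes 10 were higher, MYB44 was lower and 4 were not called, the same when adjusted over the list alone, with SZF1 at 2.43 ± 0.18 and DDF1 at 3.84 ± 0.54 (median 1.26, adjusted p = 0.0108, adjusted p = 0.926 with an estimated correlation, and 0.061 without WT_T replicate 2). The study names 13 of these 15, so this list call is not independent of it. All 5 guard cell markers were higher, also over the list alone (median 1.05, adjusted p = 0.0144, and adjusted p = 0.926 with an estimated correlation), with MYB60 at 1.5 ± 0.28. Of 234 PPR genes 56 were higher and 18 lower, also over the list alone (median 0.32, adjusted p = 0.00131, and adjusted p = 0.926 with an estimated correlation, and 0.0782 with lane as a factor). Of the 15 PPR genes targeted by small RNAs 6 were higher and AT1G62590 was lower, the same over the list alone (median 0.44, adjusted p = 0.0491, and adjusted p = 0.926 with an estimated correlation). That call was lost without WT_T replicate 2 (0.107) or dcl1-9_T replicate 2 (0.0595) and with lane as a factor (0.135).

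Of 61 miRNA targets 19 were higher, 6 lower and 36 not called, the same over the list alone (median 0.32, adjusted p = 0.0853, and 0.0461 without WT_M replicate 2). NF-YA2 was higher by 2.69 ± 0.23 and GRF4 by 1.24 ± 0.14, and TCP2 was at -3.92 ± 0.39. In the RNA silencing list DCL1, RDR2 (1.64 ± 0.26), SGS3 (2.00 ± 0.12) and HST, a factor of miRNA export from the nucleus, were higher, AGO3 was lower (-1.63 ± 0.21) and 9 were not called, the same over the list alone (adjusted p = 0.107). Of 4 flower organ identity genes PI and SEP2 were lower, also over the list alone (median -1.56, adjusted p = 0.289), kept in 9 and 6 of the 12 fits, with adjusted p up to 0.111 and 0.15 without WT_T replicate 2, and dcl1-9_T replicate 3 held PI at 3.23 CPM, within the range of infected WT. Among transcripts close to absent in one genotype, AT3G44430 (chromosome 3, 16068257 to 16069750) was at least 2240-fold lower in dcl1-9, the receptor-like kinase CRK14 (chromosome 4, 12154091 to 12156881) at least 1360-fold, CSA1 at least 1330-fold and AT5G28919 at least 1240-fold. HSD2, a hydroxysteroid dehydrogenase (chromosome 3, 17446818 to 17450742), had 1 count over the infected dcl1-9 libraries and stood 14200-fold lower, with a counting interval from 2540 to 559000. AT4G04402 was at least 1010-fold higher, AT4G19240 at least 539-fold and AT3G44070 at least 336-fold, while AT5G15360 with 7 and AT1G63540 with 4 counts in infected WT stood 2910-fold and 485-fold higher.

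Genes that the study singled out were followed in every comparison, and as the study chose them on these samples their counts are not independent evidence. Of 21 tested, 9 rose and 6 fell in WT, the same over the list alone (adjusted p of the list 0.435). In dcl1-9, DDF1, ORA47, HO4 and GATL10 rose and PYL4 fell, against 4 and 2 over the list alone (0.173). CRT1, Hsp89.1, GATL10 and the receptor-like kinase CRK30 had a positive difference of the responses, and HO4, PR1, NPR1 and APS4 a negative one, against 7 and 5 over the list alone (0.933). CRT1, Hsp89.1 and CRK30 had fallen in WT and were not called in dcl1-9. Of these CRK30 kept its call in 1, APS4 in 6, Hsp89.1 and NPR1 in 9 and PR1 in 10 of the 12 fits that left out 1 library. Their adjusted p reached 0.108, 0.0765, 0.0661, 0.0648 and 0.0527 without dcl1-9_T replicate 2, and 0.0536 for PR1 without dcl1-9_M replicate 1. In mock dcl1-9 PDF1.3, PYL4 and GATL10 were lower than in mock WT, the same 3 over the list alone (0.825). Under virus 6 were higher and 8 lower in dcl1-9, also over the list alone (0.981). CRT1 (compromised recognition of TCV 1), an ATPase that interacts with the TCV resistance protein HRT, fell in WT (-0.65 ± 0.12), although its change without WT_T replicate 1 was -0.56, under the fold threshold, and stood at 20.9 ± 1.70 and 20.4 ± 1.76 CPM in dcl1-9. The difference of its responses was 0.61 and was kept in 3 of the 12 fits, with adjusted p up to 0.106 without dcl1-9_M replicate 1. GATL10, a galacturonosyltransferase-like protein, rose in dcl1-9 by 3.11 ± 0.27, with a difference of the responses of 2.72 ± 0.36. HO4 rose in both genotypes, with a log2 difference of the responses of -3.14 ± 0.51. The sulfate assimilation gene APS4 rose in WT by 0.83 ± 0.16 and stood lower in infected dcl1-9 than in infected WT (-0.88 ± 0.16). Hsp89.1, an HSP90-family chaperone, fell in WT (-1.30 ± 0.14), and PYL4 fell in WT (-1.41 ± 0.18) and in dcl1-9 (-1.06), the latter in 8 of the 12 fits, with adjusted p up to 0.0853 without dcl1-9_M replicate 1.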

Values the study reported

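The study reported 5,204 differentially expressed genes in infected WT plants, of which 2,977 were up-regulated and 2,227 down-regulated. In infected dcl1-9 plants it reported 595, with 518 up-regulated and 77 down-regulated. Of these, 413 were shared by the genotypes and 182 were found in dcl1-9 alone. It gave a virus mapping rate of 7.19% in infected WT plants and 1.73% in infected dcl1-9 plants, and found no significant difference between them in the level of the TCV coat protein (p value 0.3056).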

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

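Tests chosen only after the result was seen were DESeq2 on only the 2 groups compared, the use of the fit of 2 groups alone, itself set beforehand, to test the shared estimate of the spread, the ratio of the spreads, the changes in libraries left out of the choice of transcripts, and the 3 tests on transcripts nearly absent in one genotype. The other tests here were set before their results were seen.

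The results in this paragraph stand out because the responses of WT and dcl1-9 to TCV differed in a test of the difference itself. The log2 response in dcl1-9 minus that in WT was positive for 749 transcripts and negative for 847. Gene lists that differed, by median log2 difference, were salicylic acid defence (-1.51), rapid stress response (1.33), senescence (-0.72), epidermis and trichome markers (0.77), the WRKY family (-0.28), glutathione S-transferases (-0.47) and the PPR family (0.16), and all 7 lost their calls with an estimated correlation (adjusted p = 0.926). With lane as a factor the senescence, WRKY, glutathione S-transferase and PPR lists did not pass, and the PPR list turned its direction. Transcripts with the largest positive differences were AT5G52160 (9.29), NM_115072.2 (5.01), LAP5 (4.72), NM_102700.2 (4.71) and AT1G19210 (3.76). The largest negative ones were CCD8 (-5.52), AT4G03500 (-4.48), ARD3 (-4.08), PCR1 (-3.97) and RLP28 (-3.96). The values of NM_102700.2 and AT4G03500 rest on at most 3 counts per dcl1-9 library, so their sizes are uncertain. Among genes the study singled out the differences were 0.61 for CRT1, 0.93 for Hsp89.1, -3.14 for HO4, 2.72 for GATL10, 1.69 for CRK30, -3.23 for PR1, -0.97 for NPR1 and -0.96 for APS4. Of 48 genes named for this comparison 10 kept their calls whichever library was left out.

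The 4 comparisons of pairs of groups allow 10 splits of 6 libraries each, too few for a share under 0.05. With the 2 groups fitted alone the real splits called 4275 transcripts in WT, 383 in dcl1-9, 3776 between mock genotypes and 6136 between infected genotypes, and the highest other split called 0 in each. In each, 1 of 10 splits, the real one, reached the real count. For the difference of the responses 8 of 100 splits drawn from 200 called at least as many as the real 1596, up to 4462. All 8 were among the 10 drawn that kept the real WT labels, which hold the WT response in the difference (at least 5222 WT calls in each, and 0 in dcl1-9 unless its labels were real), and splits with other WT labels called at most 62. As 10% of the possible splits keep those labels, this count does not decide on chance. For transcripts shared by the responses, 1 of 100 splits, the real one, reached 123 and the highest other gave 0. No other split called more than 7 transcripts in its smaller response, so this count was bound to come out so and says nothing on whether chance gives the overlap.

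The first pattern is that WT had more transcripts called in its response than dcl1-9, 5623 against 204, a ratio of 27.6 with edgeR, 11.9 with DESeq2 and 6.9 (5319 against 771) with DESeq2 on only the 2 groups compared. Whichever library was left out, rises in dcl1-9 numbered at most 273 and falls at most 78, the latter without dcl1-9_M replicate 3. Rises and falls in WT then numbered at least 2298 and 1811. Lower depth of the dcl1-9 libraries is argued against by thinning: with every library thinned to 38818703 counts, 5548 and 219 were called, a ratio of 25.3, and larger spread between dcl1-9 replicates by the spread itself, 0.152 in dcl1-9 and 0.266 in WT (0.571 times as large), which whichever library was left out stayed at most 0.166 in dcl1-9 and at least 0.236 in WT. With lane as a factor the ratio was 33.1. Within each genotype no mock library shared a lane with an infected one, so the lane fit leans on the other genotype and cannot decide on lane. With each genotype fitted alone 4275 and 383 were called, a ratio of 11.2, so the shared estimate of the spread does not account for the whole excess. As the fit of each genotype alone also left out 6 of the 12 libraries, how much of the fall in the ratio comes from the spread was not tested. Transcripts called in WT had a median change in dcl1-9 of 0.187 times that in WT libraries left out of their choice (0.155 to 0.408 over 9 pairs left out), while those called in dcl1-9 had a median change in WT of 0.624 times that in dcl1-9 (0.389 to 0.881). A smaller response in dcl1-9 of transcripts that respond in WT may be what remains, as a hypothesis, beside lane, which stays open. Any biological cause of a smaller response stays open too. The amount of virus is one candidate, since reads of the virus were not analysed here. The background of the dcl1-9 line is another, since every dcl1-9 library carries it together with the mutation.

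The second pattern is the set of 175 transcripts nearly absent in one genotype, 150 in dcl1-9 and 25 in WT, with 39, 13, 26, 30 and 37 of the former and 7, 2, 4, 7 and 5 of the latter located on chromosomes 1 to 5. A segment from another strain linked to DCL1 is argued against, since 2.94% (5 of 170) lay within 5 Mb of the gene, and a wrong genotype label on a library is argued against, since no library held more than 0.581% of the other genotype's summed level of such transcripts chosen without that library. Genome of another strain beyond that region could give such a set: disease resistance genes, which vary between strains, made up 14 of 170 located members against 80 of 12785 other transcripts (odds ratio 14.2, 95% interval 7.29 to 26.0, Fisher's exact test, two-sided p = 1.84e-11). That test, too, takes transcripts as independent units, so its p-value and interval do not measure the spread between pools. None of the 175 was among the miRNA targets tested (0 members). That check covered the miRNA target list only. AT1G63330, of the PPR genes targeted by small RNAs, met the rule, at 1.88 to 2.52 CPM in dcl1-9 and at most 0.052 in WT. The genotype itself stays open as a cause, because every dcl1-9 library carries both the mutation and its background.

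The third pattern is lower flower organ markers in mock dcl1-9 than in mock WT. Lane alone is argued against, since the median of the 4 markers was -2.50 with lane as a factor. Flower bud tissue in the mock WT samples is a candidate source: of 16 anther and carpel genes, 10 were tested, 9 were lower in mock dcl1-9, and their median was -7.47, or -7.24 with the 3 genes at 0 counts in mock dcl1-9 set at their bound. Levels in mock WT were low, with ACOS5 at 1.58 to 15.5 CPM and MEE48 (also known as A6) at 1.60 to 26.3 CPM, and infected dcl1-9 replicate 3 held AT5G07230 at 4.72 and ACOS5 at 3.19 CPM. A change in when dcl1-9 plants flower stays open, and the labels name leaves only.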

How the results depend on the processing

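Tests chosen only after the result was seen were DESeq2 on only the 2 groups compared, voom, and the fit without nearly absent transcripts. Counts of 5 comparisons kept to within 1.5 times with RLE factors, with transcripts summed to the gene and without nearly absent transcripts. The dcl1-9 response depended on the fit, from 190 higher and 14 lower to 412 and 84 with DESeq2, 347 and 36 with edgeR on 2 groups, 650 and 121 with DESeq2 on 2 groups and 394 and 63 with voom, while fewer were lower with the replicate block (3) and more with no low-count filter (28) or lane as a factor (34). Shared transcripts went from 123 to 322, 232, 510 and 257 with the first 4 of these. The difference went to 1256 and 1426 with DESeq2 and to 239 and 199 with lane. The correlation of the responses was 0.373 with DESeq2 and 0.345 with no filter. DCL1 in mock plants passed with DESeq2 (log2 1.384), lane (2.666) and voom (1.81), and in infected plants did not with lane (1.232) or voom (2.036). Of 31 list calls 0 held with an estimated correlation. Without study-named members 20 held, 7 were lost and 4 (rapid stress) were not run, as too few members were left. With lane the PPR family turned its direction in the dcl1-9 response (adjusted p = 6.11e-05) and in the difference (0.209). The cause of these changes was not tested. Leaving out 1 library gave 104 (without dcl1-9_M replicate 1) to 273 (WT_T 2) higher and 0 (dcl1-9_M 1 or dcl1-9_T 2) to 78 (dcl1-9_M 3) lower in dcl1-9, 82 (dcl1-9_T 2) to 2281 (WT_T 2) positive and 82 to 1649 negative differences with the same libraries, 62 (dcl1-9_M 1) to 211 (WT_T 2) shared, and 0.961 (WT_M 3) to 2.518 (WT_M 1) for DCL1 in mock plants. It turned AT5G52160, with a range from -0.366 without dcl1-9_T replicate 3 to 11.945 without dcl1-9_M replicate 1. Over 543 gene results, leaving out a library gave 5971 same calls, 92 gained, 452 lost and 1 turned, and lane gave 459 same, 9 gained and 75 lost. With the replicate block 519 were the same, 5 gained and 19 lost, and of 115 list results 113 were the same. Library numbers do not pair the samples: same-number correlations of deviations ran from -0.358 to 0.487, and 3 of 12 were best with their own number. Precision limits small changes: of simulated falls to 0.5 in the WT response edgeR called 58%. The simulation shared its spread between genotypes and changed few transcripts, unlike these data, so that share is only a rough guide.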

Other observations

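Some members of gene groups not described above were called in infected WT leaves, and none of these lists passed its test with all 12 libraries. Of 10 abscisic acid genes, the hormone synthesis genes NCED3 (log2 3.45) and NCED5 (3.81), the phosphatases ABI1 and HAI1, and COR47 rose and the receptor PYL4 fell, with 5 and 2 when adjusted over the list alone (median 0.86, adjusted p = 0.324). Of 12 heat shock genes 7 rose, among them ATHSP22.0 (4.12), and Hsp89.1 and HSP101 fell, the same over the list alone (median 0.74, adjusted p = 0.296), and the study names 8 of them. Of 9 anthocyanin genes PAP1, DFR, UF3GT, GSTF12 and the flavonoid hydroxylase gene rose and TT4 fell, also over the list alone (median 0.84, adjusted p = 0.11). Of 9 clock genes TOC1, GI and FKF1 rose and CCA1 and RVE1 fell, the same over the list alone (median 0.30, adjusted p = 0.837). Photosynthesis genes had 0 higher by edgeR (1 at an unadjusted p below 0.05 and 0 by DESeq2), while the Rubisco small subunit genes RBCS1B, RBCS2B and RBCS3B fell, or 2 over the list alone, and 20 of 23 were not called (median -0.02, adjusted p = 0.584). These subunit genes are near-identical copies that can share reads. Leaving out 1 library ended some of these calls: HSP101 kept its call in 5 and TT4 in 2 of the 12 fits, with adjusted p up to 0.158 and 0.165 without WT_T replicate 1, RVE1 was lost without WT_M replicate 1 (0.0578), RBCS2B without WT_M replicate 2 (0.064) or WT_T replicate 1 (0.0723), and TOC1 was under the fold threshold without WT_M replicate 3 (log2 0.56) or WT_T replicate 3 (0.52). Of 234 PPR genes 20 rose and 44 fell, or 18 and 41 over the list alone (median -0.13, adjusted p = 0.0853, but 0.0427, 0.0225 and 0.00407 without WT_M replicate 2, WT_M replicate 3 and WT_T replicate 3), and of the 15 targeted by small RNAs AT1G63070 rose (median 0.30, adjusted p = 0.203). Of other tissue markers KNAT1 fell among 3 shoot meristem genes (median -0.52, adjusted p = 0.329), SWEET12 rose and XCP2 fell among 4 vascular genes (adjusted p = 0.614), and the flowering gene AGL20 (also known as SOC1) rose among 3 flowering time genes (median 0.83, adjusted p = 0.363), each with the same count over its list alone. KNAT1 lost its call without WT_M replicate 2 (0.176), WT_T replicate 1 (0.114) or WT_T replicate 3 (0.101), and SWEET12 without WT_M replicate 3 (0.0524) or WT_T replicate 1 (0.0604). The root markers CASP1 and CASP2 were tested and neither was called by edgeR in any of the 5 comparisons.

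Some members of the heat shock, abscisic acid and clock lists were called between infected dcl1-9 and infected WT, and none of these lists passed its test with all 12 libraries. Of 12 heat shock genes HSP17.4 (log2 -3.26), HSP18.2, HSP21, ATHSP22.0 and HSP23.6-MITO were lower and Hsp89.1 higher, with 5 and 1 over the list alone (median -1.39, adjusted p = 0.355). Of 10 abscisic acid genes NCED5, ABI1, HAI1, PYL4 and PYL5 were lower, also over the list alone (median -0.87, adjusted p = 0.276). In the clock list CCA1 (1.1) and PRR7 (1.17) were higher and ELF4 lower, or 2 and 0 over the list alone (adjusted p = 0.845; 2 lower at an unadjusted p below 0.05 and 1 by DESeq2). ELF4 kept its call in 4 and HSP23.6-MITO in 5 of the 12 fits that left out 1 library, with adjusted p up to 0.131 without dcl1-9_T replicate 3 and 0.134 without dcl1-9_T replicate 2. ATHSP22.0 and PYL5 each kept the call in 10, with adjusted p up to 0.0623 without dcl1-9_T replicate 2 and 0.0687 without WT_T replicate 1, and both were also lost without dcl1-9_T replicate 3. ABI1 was lost without WT_T replicate 1 (0.0563). The epidermis regulator ATML1 was lower in dcl1-9 in mock (-2.91) and infected plants (-2.02). The other 3 epidermis and trichome markers, PDF1, KCS10 and MYB0, were higher in infected dcl1-9 (list median 0.66). FT, a promoter of flowering, was lower in mock and infected dcl1-9 (-1.94 and -2.26). Of 3 flowering time genes 1 was higher and 1 lower in mock dcl1-9 (list median 0.61). AGL20 stood there at 102, 83.9 and 108 CPM, against 57.2, 61.2 and 42.7 in mock WT. In infected dcl1-9 0 were higher and 1 was lower (list median 0.32).

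The count of transcripts called in the dcl1-9 response here was 204. That is lower than the value quoted from the study above. The count of rises in dcl1-9 here was 190. That is lower than the value quoted from the study above. The count of falls in dcl1-9 here was 14. That is lower than the value quoted from the study above. The count shared by the genotypes in the same direction here was 123. That is lower than the value quoted from the study above. Regardless of direction 126 were called in both, and the study does not say whether its shared count takes direction into account. The count called in dcl1-9 and not in WT here was 78. That is lower than the value quoted from the study above. With DESeq2 these 5 counts, in the same order, were 496, 412, 84, 322 and 164 with all 12 libraries and 771, 650, 121, 510 and 245 on only the 2 groups compared, a fit chosen after the data were seen. The former lie below the quoted values except for falls and the latter above all of them, so the direction depends on the tool and on the libraries in the fit.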
